A study of Homo sapiens with 38 samples. Its data were reported in "Serum coating enables feeder-free culture of naive human pluripotent stem cells preserving developmental potential" (2026).

How the data were processed

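RNA was measured with 3′ tag sequencing (QuantSeq, in which each transcript gives reads near its polyadenylated end) in 38 libraries of the human embryonic stem cell line Shef6. The deposited table holds raw gene-level counts that the authors made with the nf-core rnaseq workflow (Salmon quantification, summed to genes with tximport), and its values are integers with no normalisation. It lists 57133 genes by symbol, 14445 of them with 0 counts in all libraries. A replicate here is a parallel library of the same experiment, called a technical replicate in some legends of the study and a biological replicate in another. The spread between replicates is therefore that of libraries within 1 experiment, not of repeats of the experiment, and whether it includes separate culture wells is not known here.

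Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr, which left 16674 genes holding 99.65% of all counts. Library sizes were scaled with TMM, and quasi-likelihood F-tests were run on negative binomial fits. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change above 1. One fit with 16 levels of medium and day pooled the naive libraries of both experiments (6 naive libraries, 4 of N2B27 at day 4, 2 of each other level) and gave the 15 comparisons against naive cells. A second fit with 19 groups of 2 gave the 21 comparisons between groups of the same experiment, the differences between experiments, and the interactions. Each comparison was adjusted over its own 16674 tests. Standard errors (SE) of log2 fold changes were derived from the F statistic. In the second fit the common dispersion was 0.010, a biological coefficient of variation of 10%, and the prior degrees of freedom were 12.7.

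Levels are given as CPM (counts scaled to a common library total), as mean ± SD. Fold changes come from the fits. A gene at 3 counts or fewer in every library of a group was taken as at or under the floor, which corresponded to 0.520 to 1.06 CPM depending on the library. Folds against such a group are lower bounds computed against the floor. The floor and the intervals implied by it cover counting error only, since reads of this protocol without molecular identifiers are not independent molecules. Principal components were computed on rlog values (DESeq2 1.42.0) of the 16674 genes. Shares of variance were sums of squares over all genes in log2 CPM (prior count 2) for N2B27, E8 and mTeSR at days 4, 6 and 8, with 100 permutations of the labels of 1 factor within the other. Rank correlations across genes were set beside 20 simulations in which no gene changed.

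Gene lists were compiled before the data were examined, as were the comparisons and all but 1 of the other settings, while some tests of explanations were chosen later, as said where they are given. The 13 lists covered general pluripotency, naive, primed or formative, trophectoderm, amnion, primitive endoderm and germ layer markers, FGF/ERK, Activin/Nodal and WNT targets, cytochrome c oxidase subunits, X inactivation RNAs and imprinted genes. Many of these markers come from the text and legends of the study, which partly chose them on the same libraries, so that their changes are not independent evidence. A list of 22 YAP/TEAD target genes, 20 of them tested, and a list of 15 genes of the response to low oxygen were added later, before the values of these genes were looked at. KRT7, SOX1, PAX3, TNFRSF19 and NOTUM did not pass the filter. Lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and with camera under an estimated correlation beside it, and adjusted within 3 families of 3, 30 and 24 tests. Random lists of 13 unchanged genes were tested in simulated data in which other genes had been changed. Among 500 such lists, camera gave a p-value under 0.05 in 0.2% and fry in 6.4%. Genes were simulated independently of each other, so these rates do not cover lists of correlated genes.

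Single genes were named by a rule: the genes of the lists, and for each comparison up to 3 genes with the largest rise and up to 3 with the largest fall among those called, with a mean of at least 20 CPM on the higher side and no overlap between the libraries of both sides. Genes named outside this rule are marked as chosen after their values were seen. Some genes that met the rule are not reported here. Positions are those of GENCODE release 44 on GRCh38, looked up by symbol, and all of the 106 genes looked up had 1 position. The table itself carries no coordinates.

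The other settings tried were RLE scaling and plain library totals, a filter of more than 10 counts in at least 2 libraries and no filter, DESeq2 Wald tests, fits to the compared libraries alone, the experiment as a covariate, naive libraries of the same experiment or on serum coating only, the replicate number as a block, other transformations and gene sets for the components and correlations, and leaving out single libraries. One further setting was chosen after the data were seen: a library score, the leading direction of the differences between replicates over 7729 genes with a mean log2 CPM above 4, used as a covariate. The procedure was tested on simulated data with 200 changed genes. It recovered 159 of them with 2 libraries and 160 with 4 libraries in the changed group, with 4 and 2 false calls among 14731 genes tested. Of the 133 genes changed 4- or 8-fold, 130 and 133 were recovered, and the others lay at the fold threshold itself. Counts were drawn independently for each gene, without a direction shared by replicates. The numbers of false calls therefore need not carry over to the real libraries. Figures were drawn with matplotlib 3.10.9.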

Results

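Gene expression was measured by 3′ tag RNA sequencing in naive Shef6 human embryonic stem cells and in the same cells during capacitation, the passage from the naive state towards competence for lineage formation. Naive cells were kept in PXGL, a medium with inhibitors of MEK, tankyrase and PKC plus LIF, on a serum coating or on Geltrex, a basement membrane matrix. They were then differentiated on Geltrex in N2B27 basal medium, in the commercial media E8 or mTeSR, in N2B27 with the tankyrase inhibitor XAV939 (XAV), or in N2B27 with FGF2, Activin A and XAV939 (FAX). The 38 libraries fell into 19 groups of 2. Experiment Ex1 held 30 libraries: naive cells on serum coating and on Geltrex, N2B27 and E8 at days 2, 3, 4, 6 and 8, and mTeSR at days 4, 6 and 8. Experiment Ex2 held 8 libraries: naive cells on Geltrex, and N2B27, XAV and FAX at day 4. Naive cells (6 libraries) and N2B27 at day 4 (4 libraries) were the conditions sampled in both experiments.

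Total counts per library ranged from 3038046 to 5612354, with a median of 4427277. Among the lowest totals were those of the Ex2 naive libraries (3038046 and 3642536) and of E8 at day 2 (3143033 and 3385716). Between 21018 and 25447 genes were detected per library. Mitochondrial genes took 1.86% to 3.63% of the counts and ribosomal protein genes 8.12% to 12.4%. Replicates correlated across genes with Pearson's r between 0.965 (E8 day 3) and 0.986 (N2B27 day 4 in Ex1), where genes are not independent replicates. In 32 of the 38 libraries the nearest library was the replicate partner, and replicate 1 of E8 at day 3 lay nearest to replicate 2 of N2B27 at day 2.

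**Figure D1:**
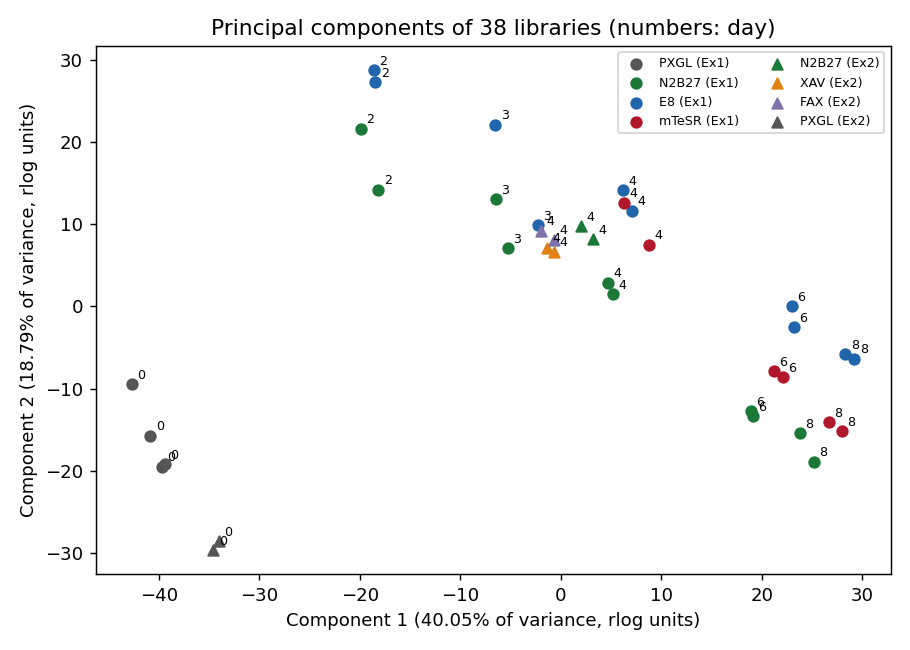
Each point is 1 of the 38 libraries, placed by its first component (horizontal, 40.05% of variance) and second component (vertical, 18.79%) in rlog units, with colour for the medium, shape for the experiment and the day beside the point. Naive libraries lie at the negative end of the first component and day 8 libraries at the positive end.

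The study noted that the time point weighed more than the medium on how its samples clustered. The first principal component held 40.05% of the variance (jackknife SD 0.721), and components 2, 3 and 4 held 18.79%, 8.77% and 5.70%. Restricting the components to the 500 genes with the largest variance moved the share of the first to 67.86%. On the first component the naive groups had means between -41.8 and -34.3. Day 8 libraries averaged 24.5 ± 0.989 in N2B27, 28.8 ± 0.635 in E8 and 27.3 ± 0.928 in mTeSR (SD, n = 2 each). In the balanced set of N2B27, E8 and mTeSR at days 4, 6 and 8 (18 libraries), the day took 31.53% of the summed variance over genes, the medium 26.23%, their interaction 16.76% and the residual 25.48%. The largest share among 100 permutations was 20.21% for the day and 16.45% for the medium. Both permutation p-values were 0.0099, the smallest that 100 permutations can give. In N2B27 and E8 over all 5 days (20 libraries) the day took 53.94% and the medium 11.83%, where the largest share among 100 permutations was 42.96% for the day and 6.356% for the medium. The difference between the share of the day and that of the medium was itself not tested.

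Against the 6 naive libraries, 9215 of the 16674 genes tested were called in at least 1 of the 15 comparisons. With DESeq2 the union held 9615 genes, and with naive libraries of the same experiment only, 9862. In all 15 comparisons 575 genes were higher and 174 were lower. In N2B27 the calls numbered 2694 at day 2 (1644 higher, 1050 lower), 2603 at day 3, 3076 at day 4, 3858 at day 6 and 3988 at day 8 (2816 higher, 1172 lower). E8 gave 4107 calls at day 2 (2320 higher, 1787 lower), 2971 at day 3, 3468 at day 4, 3877 at day 6 and 4578 at day 8 (3037 higher, 1541 lower). In mTeSR there were 3297, 3756 and 4193 calls at days 4, 6 and 8. XAV gave 2834 calls and FAX 2844 at day 4. The day 2 counts moved most when a library score was added as a covariate, an alternative chosen after the data were seen: E8 at day 2 then gave 2453 calls and N2B27 at day 2 gave 1705. At E8 day 2 the scaling also decided the balance of directions. Library totals moved the median log2 fold change of all genes there from -0.004 to -0.149 and lowered the share of calls that were higher from 56.49% to 45.92%.

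**Figure D2:**
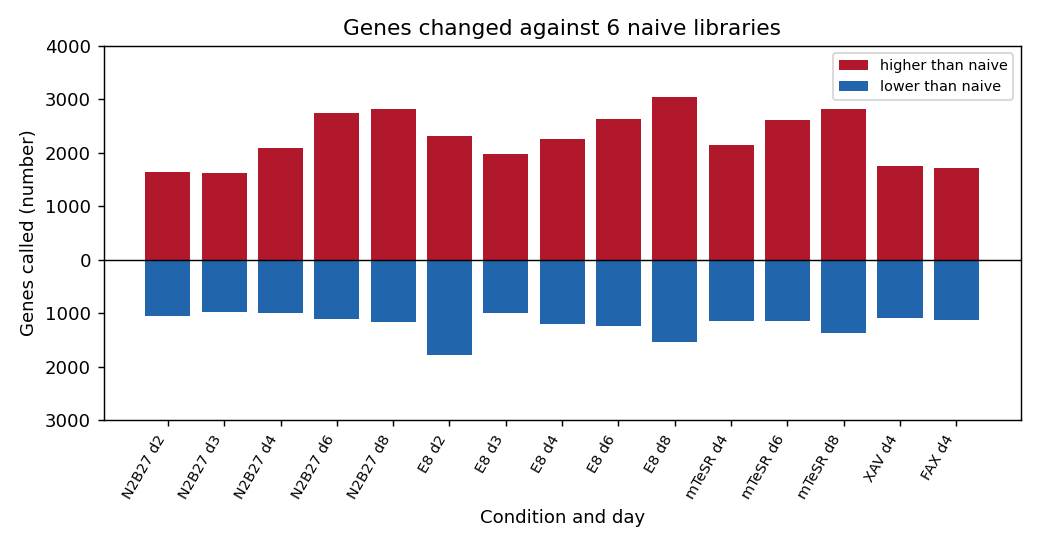
Bars give the number of genes called higher (upwards) and lower (downwards) than in the 6 naive libraries for each medium and day. E8 at day 2 has 4107 calls, more than E8 at days 3, 4 and 6, and E8 at day 8 has the most with 4578.

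Naive markers fell by day 8 to different extents. Of the 10 naive markers, 9 were called lower in N2B27, 8 in E8 and 9 in mTeSR, with the same counts when adjusted over the list alone. SPIC (chromosome 12, 101475336 to 101486997), at 45.3 ± 13.3 CPM in naive cells (SD, n = 6), was at or under the floor in all 3 media at day 8. It was at least 68.6-fold lower in N2B27, at least 64.2-fold lower in E8 and at least 54.0-fold lower in mTeSR. KLF17 (chromosome 1, 44118821 to 44135140) went from 77.5 ± 37.5 CPM (n = 6) to 24.5 ± 3.45 in N2B27, 38.2 ± 8.02 in E8 and 16.97 ± 2.12 in mTeSR (n = 2 each). Its log2 fold changes were -1.68 (SE 0.339, adjusted p 0.000116), -1.03 (SE 0.320, adjusted p 0.00747) and -2.21 (SE 0.373, adjusted p 8.72e-06). In E8 the KLF17 change ranged from -1.33 to -0.84 over 17 other settings, with adjusted p from 1.99e-09 to 0.0821, the highest in a fit to the compared libraries alone. SUSD2 (chromosome 22, 24181487 to 24189106) was 2.57-fold lower in N2B27, 7.99-fold lower in E8 and 5.61-fold lower in mTeSR. DNMT3L (chromosome 21, 44246339 to 44262216) fell by 2.62 on the log2 scale in N2B27 (SE 0.163, adjusted p 2.61e-15). TFCP2L1 was 3.43-fold lower in N2B27 and 3.78-fold lower in E8, and DPPA5 was 2.40-fold lower in N2B27.

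DPPA3 (chromosome 12, 7711433 to 7717559) was the naive marker with no call in any of the 3 media at day 8. It stood at 263 ± 41.8 CPM in naive cells (n = 6) and at 250.8 ± 17.5 in N2B27, 224 ± 40.3 in E8 and 235 ± 8.15 in mTeSR (n = 2 each). The log2 fold changes were -0.07 (adjusted p 0.673), -0.23 (adjusted p 0.120) and -0.17 (adjusted p 0.284), smaller than the spread among the naive libraries. Against naive libraries of the same experiment only, DPPA3 was lower in E8 (-0.36, adjusted p 0.00467) and in mTeSR (-0.29, adjusted p 0.0207), and the N2B27 value changed sign to 0.01 with plain library totals. Over 17 other settings the adjusted p of DPPA3 ranged from 0.00467 to 0.379 in E8 and from 0.0207 to 0.512 in mTeSR. In N2B27 the DPPA3 level peaked at day 3 with 401 ± 7.65 CPM (n = 2).

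**Figure D3:**
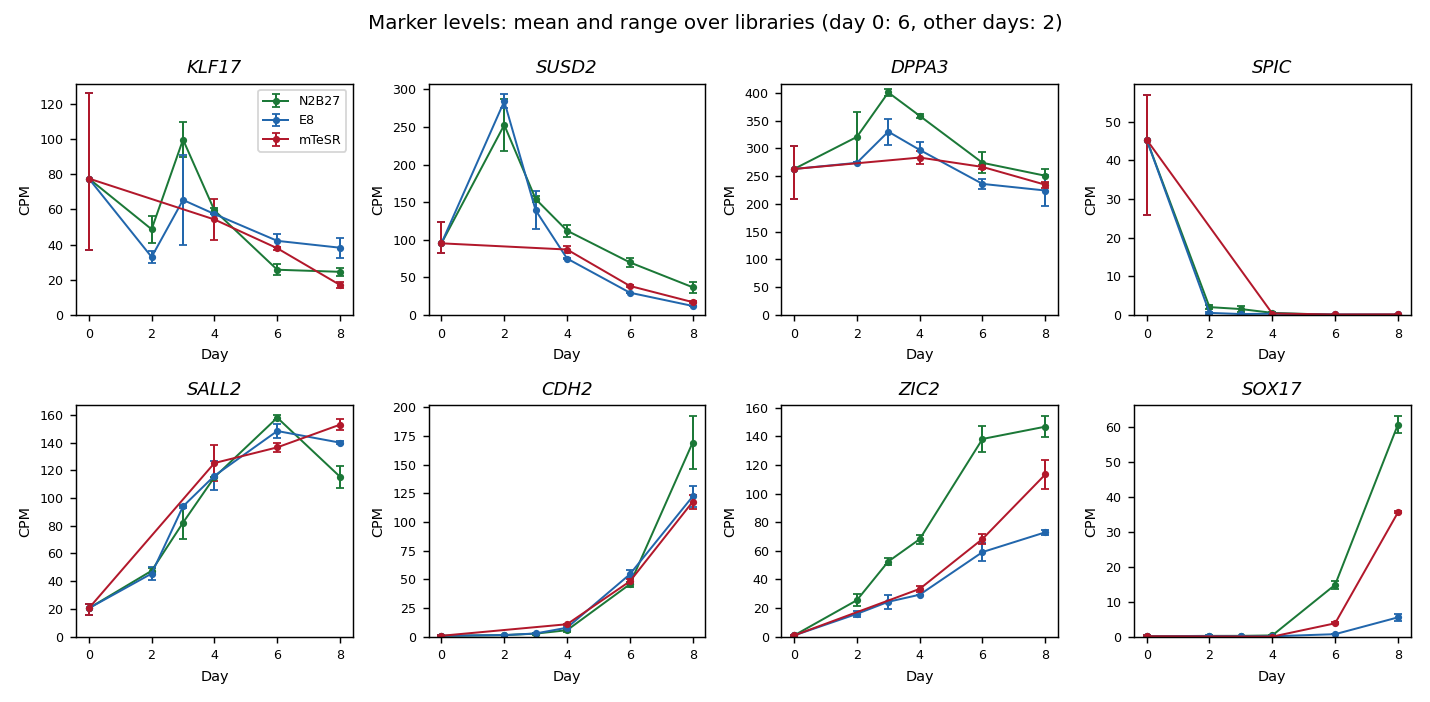
Mean CPM (vertical) of 8 genes against the day (horizontal) in N2B27, E8 and mTeSR, with error bars from the lowest to the highest library (6 libraries at day 0, 2 at each other day). SPIC is at the floor by day 8, DPPA3 stays between 224 and 401 CPM, SUSD2 rises at day 2 before it falls, and SALL2, CDH2, ZIC2 and SOX17 rise by different amounts in the 3 media.

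Markers of the primed or formative state rose in all 3 media: 8 of 8 were called higher at day 8 in each, also when adjusted over the list alone. SALL2 (chromosome 14, 21521080 to 21537216) rose from 20.5 ± 2.94 CPM to 115 ± 11.1 in N2B27, 139.9 ± 1.57 in E8 and 153 ± 5.42 in mTeSR, by 5.61-fold, 6.81-fold and 7.44-fold in the fit. ZIC2 (chromosome 13, 99981784 to 99986765) rose from 0.826 ± 0.165 CPM to 147 ± 10.2, 73.0 ± 2.27 and 113 ± 14.1, with log2 fold changes of 7.44 (SE 0.176, adjusted p 7.67e-27), 6.43 and 7.06. CDH2 (chromosome 18, 27932879 to 28177946) reached 169 ± 32.3, 122 ± 12.5 and 118 ± 8.39 CPM. PTPRZ1, at or under the floor in naive cells, was at least 78.7-fold higher in N2B27 and at least 123-fold higher in E8 at day 8. NTS was at least 187-fold higher in N2B27, EDNRB at least 67.7-fold higher in E8 and CER1 at least 35.5-fold higher in mTeSR. The 3 general pluripotency genes stayed under the fold threshold in the 3 media at day 8, with NANOG at -0.39 in N2B27 (adjusted p 0.00498, under the fold threshold) and POU5F1 at -0.35 (adjusted p 0.268).

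At day 8 all 9 FGF/ERK targets and all 3 primitive endoderm markers were called higher in each of N2B27, E8 and mTeSR, as were the 2 germ layer markers tested. The study also counts SOX17 and GATA6 among its germ layer markers, so that the primitive endoderm list alone does not set the lineage. SOX17 (chromosome 8, 54457935 to 54460892), at or under the floor in naive cells, reached 60.7 ± 3.29 CPM in N2B27, 5.52 ± 1.47 in E8 and 35.6 ± 0.407 in mTeSR, at least 59.3-fold, 5.39-fold and 34.7-fold higher. TBXT reached 63.0 ± 3.76 CPM in N2B27, at least 61.5-fold higher. Of 5 trophectoderm markers tested, 5 were called higher in N2B27, 2 higher and 1 lower in E8, and 1 higher in mTeSR. By the study, amnion shares TFAP2A and to a lesser extent GATA3 and GATA2 with trophoblast stem cells, so that this list does not part these lineages. GATA3 rose 13.5-fold (adjusted p 9.21e-14) and CDX2 6.74-fold (adjusted p 7.48e-08) in N2B27. Of 4 amnion markers, 3 were higher in N2B27, 1 higher and 1 lower in E8, and 2 higher and 1 lower in mTeSR. Of 6 Activin/Nodal targets, 4 were higher and 1 lower in N2B27, 2 higher and 2 lower in E8, and 2 higher in mTeSR. WNT targets gave 3, 1 and 2 higher among 7 tested (3 in mTeSR when adjusted over the list alone, the other counts of these lists being equal). Of 2 X inactivation RNAs, 1 was lower in N2B27 and 1 higher in E8, and 1 of 3 imprinted genes was higher in each medium.

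The 13 cytochrome c oxidase genes changed by less than the fold threshold at day 8, with log2 fold changes from -0.90 to -0.06 in N2B27, -0.77 to 0.61 in E8 and -0.99 to 0.20 in mTeSR. As a list they were lower in N2B27 (median log2 fold change -0.72, 13 of 13 genes lower, camera adjusted p 0.00254) and in mTeSR (-0.66, 12 of 13 lower, adjusted p 0.00254), and in E8 10 of 13 were lower (-0.41, adjusted p 0.0732). With fry the list passed the threshold in all 3 media (adjusted p 0.00723 in E8), and with an estimated correlation in none, where the adjusted p was 0.247 in N2B27 and mTeSR and 0.420 in E8.

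Some genes rose before day 4. SUSD2 went from 95.2 ± 15.8 CPM in naive cells (n = 6) to 253 ± 49.6 at day 2 in N2B27 and 284 ± 13.2 in E8 (n = 2 each), log2 fold changes of 1.41 (adjusted p 4.68e-10) and 1.58 (adjusted p 3.12e-11). With the library score as a covariate these became 1.04 and 1.06. POU5F1 (chromosome 6, 31164337 to 31180731) stood at 405 ± 80.6 CPM in naive cells and 1507 ± 10.3 in E8 at day 2, a log2 fold change of 1.897 (adjusted p 2.76e-08) that became 0.79 with the library score. In N2B27 at day 2 the POU5F1 change of 1.12 rested on replicate 2: it was 0.47 without replicate 2, and 0.26 with the library score, where the adjusted p of 0.378 was the highest of 17 other settings (lowest 5.20e-25). SPRY4 (chromosome 5, 142310427 to 142326455), with 0 CPM in all 6 naive libraries, reached 43.6 ± 2.17 CPM in N2B27 and 41.8 ± 4.04 in E8 at day 2, at least 42.5-fold and 40.8-fold higher. THY1 was at least 89.9-fold higher in N2B27 at day 2. The rises of SPRY4 and THY1 lasted to day 8, while SUSD2 was then lower than in naive cells in both media.

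Between consecutive sampled days in N2B27, 531 genes were called from day 2 to 3 (337 higher, 194 lower), 181 from day 3 to 4 (133 higher, 48 lower), 648 from day 4 to 6 (513 higher, 135 lower) and 239 from day 6 to 8 (195 higher, 44 lower). GATA3 rose 4.99-fold from day 2 to 3. ACTC1 rose 7.88-fold and TBXT 5.88-fold from day 3 to 4. ERBB4 rose from 0.699 ± 0.482 to 24.1 ± 3.91 CPM and LHX1 from 2.56 ± 0.185 to 43.3 ± 2.88 from day 4 to 6. FOXQ1 rose from 3.07 ± 0.217 to 44.2 ± 0.997 CPM from day 6 to 8, and CST1 from 1.63 ± 0.541 to 33.3 ± 0.390, although reads shared with its paralog CST4 were not separated.

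The medium was compared with N2B27 at equal days within Ex1. E8 differed from N2B27 in 758 genes at day 2 (471 higher, 287 lower), 280 at day 3, 415 at day 4, 881 at day 6 and 1216 at day 8 (556 higher, 660 lower). The fit to the compared libraries alone moved the day 3 count most, to 7 genes (5 higher, 2 lower). At day 2 the balance of directions depended on the setting: plain library totals gave 374 higher and 485 lower with a median of all genes of -0.147, and the fit to the compared libraries alone gave 292 higher and 66 lower. mTeSR differed from N2B27 in 263 genes at day 4, 437 at day 6 and 634 at day 8. E8 and mTeSR shared 286 of their calls against N2B27 at day 8, of which 283 had the same direction, though both share the N2B27 libraries. At day 4, LEFTY2 (chromosome 1, 225936598 to 225941383) stood at 55.9 ± 4.80 CPM in N2B27, 1.81 ± 0.787 in E8 and 4.06 ± 2.08 in mTeSR, 30.2-fold lower in E8 (adjusted p 6.62e-11) and 13.6-fold lower in mTeSR (adjusted p 1.43e-08). SP5 was 9.70-fold lower (adjusted p 1.92e-07) and MIXL1 7.12-fold lower (adjusted p 1.31e-08) in E8 than in N2B27 at day 4. At day 8, APLNR was at least 36.9-fold lower in E8 than in N2B27 and ERBB4 29.8-fold lower, while in mTeSR ANKRD1 was 24.97-fold lower, GATA3 7.15-fold lower and NEFM 8.02-fold higher. VIM was 5.36-fold higher in mTeSR than in N2B27 at day 4. The course over days 2 to 8 differed between N2B27 and E8 in 1830 genes by the interaction test.

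E8 and mTeSR differed from each other in 14 genes at day 4 (1 higher and 13 lower in mTeSR), 184 at day 6 and 885 at day 8. The single gene higher in mTeSR at day 4 was TXNIP, at 40.8 ± 9.18 CPM against 14.9 ± 2.41 in E8, a 2.74-fold difference (adjusted p 1.06e-05). At day 6 SP5 was 5.59-fold higher in mTeSR, and at day 8 ERBB4 was 17.04-fold and CER1 13.8-fold higher in mTeSR than in E8.

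The media differ in their supply of FGF and Activin signals. By the study, E8 and mTeSR hold FGF and Activin A, while N2B27 was used without supplements. In 10 comparisons with N2B27, 3 target lists were tested. Of the 30 camera tests 10 had an adjusted p-value under 0.05. All 10 also passed in fry with the same direction, and 9 passed with an estimated correlation, the exception being FGF/ERK targets in E8 at day 6 (camera adjusted p 0.0479, estimated correlation 0.207). Activin/Nodal targets were lower in E8 at all 5 days, opposite to that supply, for a reason that was not tested. Their median log2 fold change was -0.89 at day 2 (4 of 6 genes lower, adjusted p 4.86e-06), -1.69 at day 3 (5 of 6, adjusted p 9.33e-20), -1.83 at day 4 (6 of 6, adjusted p 3.97e-17), -0.73 at day 6 (5 of 6, adjusted p 0.000565) and -0.47 at day 8 (5 of 6, adjusted p 0.000118). With genes at the floor set to their bound, the medians at days 3 and 4 became -1.60 and -1.10. In mTeSR the list was lower at day 4 (-1.35, or -1.01 at the bound, adjusted p 1.09e-14) and not past the threshold at days 6 and 8 (adjusted p 0.788 and 0.864). LEFTY1 and LEFTY2 are close paralogs, and reads shared between them were not separated. WNT targets were lower in E8 at day 6 (-0.44, 6 of 7 lower, adjusted p 0.00923) and at day 8 (-1.16, 7 of 7 lower, adjusted p 1.90e-05).

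The study noted no discernible change of gross gene expression with XAV relative to N2B27 alone. Over the 9215 genes, the day 4 changes against naive cells in XAV had a rank correlation of 0.891 with those in N2B27, and those in FAX 0.883. Both sides share the naive libraries, which alone gave 0.270 to 0.318 in 20 simulations without any change. With separate naive libraries for each side the correlations were 0.689 and 0.678. There the N2B27 change came from Ex1 and the XAV or FAX change from Ex2, with 2 libraries per group. These lower values therefore also carry the difference between experiments. SALL2 at day 4 was 5.21-fold higher than in naive cells in N2B27, 5.25-fold in XAV and 4.67-fold in FAX. ZIC2 rose by 6.25, 5.82 and 5.78 on the log2 scale. SPIC at day 4 was 92.95-fold lower than in naive cells in N2B27, 86.3-fold lower in XAV and at least 59.3-fold lower in FAX.

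Within Ex2, XAV differed from N2B27 at day 4 in 95 genes, 6 higher and 89 lower. FAX differed in 56 genes, 10 higher and 46 lower, and 38 genes were called in both with the same direction, against the same N2B27 libraries. In the fits to the compared libraries alone the counts were 181 for XAV (41 higher, 140 lower) and 126 for FAX (30 higher, 96 lower). ACTC1 (chromosome 15, 34790107 to 34795589) stood at 64.5 ± 10.1 CPM in N2B27, 9.01 ± 0.217 in XAV and 15.7 ± 3.42 in FAX, 7.15-fold lower in XAV (adjusted p 3.36e-11) and 4.13-fold lower in FAX (adjusted p 2.58e-08). NPPB was 5.20-fold lower (adjusted p 4.41e-08) and ANXA1 4.92-fold lower (adjusted p 4.69e-09) in XAV. KIT was 2.41-fold higher in XAV (adjusted p 0.000939). BMP4 was 3.60-fold lower in FAX (adjusted p 1.35e-08). In the Ex1 libraries of N2B27 at day 4 the levels were lower than in Ex2, with ACTC1 at 22.7 ± 1.46 CPM, ANXA1 at 31.7 ± 4.99 and NPPB at 18.6 ± 1.68, still above XAV. FAX and XAV differed in 2 genes, with 937 genes at an unadjusted p under 0.05. These were LEFTY2, 2.73-fold higher in FAX (158 ± 3.73 against 57.9 ± 2.98 CPM, adjusted p 0.00298), and CU638689.4, which is named because the count is small. Activin/Nodal targets were higher in FAX than in N2B27 (median 0.47, or 0.34 at the bound, 5 of 6 higher, camera adjusted p 3.31e-06). WNT targets in XAV did not pass the threshold (median -0.17, or 0.00 at the bound, adjusted p 0.591).

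**Figure D4:**
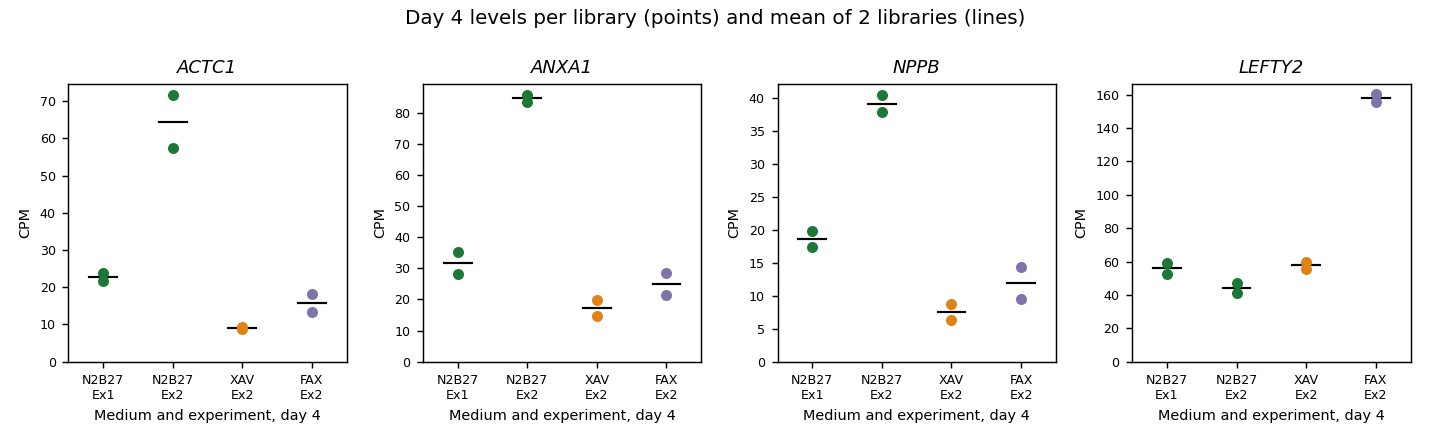
CPM (vertical) of ACTC1, ANXA1, NPPB and LEFTY2 in each library (points) and as the mean of 2 libraries (lines) for N2B27 in both experiments, XAV and FAX at day 4 (horizontal). ACTC1, ANXA1 and NPPB are lowest in XAV, N2B27 of Ex2 is above N2B27 of Ex1 for these 3 genes, and LEFTY2 is highest in FAX at 158 CPM.

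Naive cells on Geltrex and on serum coating in Ex1 differed in 8 genes, 4 higher and 4 lower on Geltrex, with 2355 genes at an unadjusted p under 0.05. The 3 that met the naming rule were ACOT13 at 1.07, LDB1 at -1.18 and ATAD3B at -1.12 on the log2 scale (adjusted p 0.0320 each). All 3 lost their call in the fit to the compared libraries alone, where the adjusted p was 0.0657, 0.0688 and 0.0657, the highest over their other settings. Without serum replicate 1 their values were 0.79, -0.90 and -0.68. Between experiments, naive cells on Geltrex differed in 778 genes (388 higher and 390 lower in Ex2) and N2B27 cells at day 4 in 168 genes (65 higher, 103 lower). In naive cells CDKN1A was 3.89-fold (adjusted p 4.74e-08) and GDF15 3.36-fold higher in Ex2 (adjusted p 2.74e-10). In N2B27 at day 4 ACTC1 was 2.84-fold higher and TXNIP 3.75-fold lower in Ex2. The change from naive cells to N2B27 day 4 differed between experiments in 1080 genes. KLF17 went from 117 ± 13 to 59.4 ± 2.35 CPM in Ex1 and from 39.6 ± 3.86 to 75.2 ± 0.959 CPM in Ex2 (n = 2 each), and this difference of 1.9 on the log2 scale had an adjusted p of 0.000522.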

Values the study reported

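The study counted 9376 genes as differentially expressed in at least one comparison of a differentiation condition with the naive state, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. For the scatter plots over these genes it gave n = 6 for day 0, n = 4 for N2B27 at day 4 and n = 2 for every other combination of condition and time point, and called these technical replicates. Other legends differ: a heatmap gives the same n as biological replicates, and a principal component analysis over these genes gives n = 4 for day 0.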

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

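For the results in this part, the test of the medium by day interaction with the library score was chosen only after the result was seen, and the other tests were not.

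In 8 of 101 values tested, the highest or lowest library of a group of 4 or 6 lay farther from the rest than Dixon's 95% limit, where chance gives 5.1. In naive cells the highest library was set apart for NTS (0.683 CPM, Ex2 Geltrex replicate 1), PTPRZ1 (0.221 CPM, serum replicate 1), VIM (0.541 CPM, Ex1 Geltrex replicate 2), ANKRD1 (0.224 CPM, Ex1 Geltrex replicate 1) and ACTC1 (1.37 CPM, Ex2 Geltrex replicate 1), and the lowest for NEFM (0.277 CPM, Ex2 Geltrex replicate 2). In 4 of the 8 values all libraries of the group were at or under the floor, so that a few reads set the library apart. In N2B27 at day 4, TFCP2L1 had its highest value in Ex1 replicate 1 (112 CPM) and SP5 its lowest in Ex2 replicate 1 (11.5 CPM). The library set apart differs from gene to gene, except that Ex2 Geltrex replicate 1 appears for both NTS and ACTC1. No technical or biological explanation was tested for these values.

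The course over days differed between N2B27 and E8 in 1830 genes by the interaction test. The unlike replicates of E8 at day 3 are not its whole source, since 1573 genes were called without day 3. With the library score as a covariate 2090 genes were called, which argues against the library difference as the whole source. That this count exceeds 1830 says nothing more, since the score takes up spread between replicates. The common dispersion was 0.00624 with the score and 0.010 without it. In a fit to the compared libraries alone the count was 693. A response of the cells to the media that changes over time remains open, and so does a difference between culture wells, since the libraries compared here come from 1 experiment.

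The change from naive cells to N2B27 day 4 differed between experiments in 1080 genes, 475 with a larger value in Ex2 and 605 with a smaller one. Lower depth of the Ex2 naive libraries is not its whole source: with all libraries thinned to a total of 3038046 counts, 936 genes were called. The same naive groups differed between experiments in 778 genes, and 706 after thinning, of which 591 were shared with the calls at full depth. A library or sequencing difference carried by every library of an experiment would move naive and N2B27 cells alike. Of the genes called in naive cells, 305, or 39.2%, had the same sign in N2B27 at day 4, and over all genes both experiment differences had a rank correlation of -0.084. This argues against such a shared difference. The low oxygen list, added later, was higher in Ex2 than in Ex1 naive cells (median 0.20, 12 of 15 genes, camera adjusted p 0.000193). In N2B27 at day 4 that list was lower in Ex2 (median -0.12, 10 of 15 genes lower, camera adjusted p 0.0135). Neither passed under an estimated correlation (adjusted p 0.0645 and 0.221), so a difference of the list as a whole was not established. Single genes of the list, chosen after their values were seen, did differ in the change from naive cells to N2B27 day 4. The log2 difference of Ex2 from Ex1 was -1.97 for P4HA1 (F-test, adjusted p 2.86e-11), -1.7 for LDHA (1.41e-05) and -2.03 for ADM (0.00118). SLC2A1, TUBB6 and NDRG1 went the other way (0.39, 0.39 and 0.2) without passing the threshold. What stays open is a difference in the state of the naive cultures between experiments, and a difference confined to the Ex2 naive libraries, whose labels are not uniform: the library names of this pair carry day 4 while the titles and time points say day 0. SPIC at 28.6 ± 4.02 CPM and SPRY4 at 0 CPM (n = 2) in these libraries set them far from the N2B27 libraries of day 4, where SPIC was at most 0.526 CPM on average and SPRY4 at least 33.2, and they were kept as naive cells. Whether these cells were sampled at day 0 or at day 4 of further culture in PXGL cannot be told from these genes.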

How the results depend on the processing

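The library score as a covariate was chosen only after the results were seen, and the other alternatives were not. Among results that answer a comparison, 517 values under an alternative stayed within the limit set for them (within 1.5 times the main count, or on the same side of the threshold), 47 moved, 3 became weaker and 2 stronger. All 38 counts stayed within 1.5 times under RLE scaling and under the filter of more than 10 counts, all 16 with the experiment as a covariate and with naive cells on serum coating only, and all 15 counts of calls with naive libraries of the same experiment. Where no cause is named below, the cause was not tested.

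With DESeq2 Wald tests the counts against naive cells stayed within 1.5 times, and those between groups that moved farther all fell: E8 against N2B27 to 458, 153, 258 and 793 at days 2, 3, 4 and 8, mTeSR against N2B27 to 148, 287 and 396 at days 4, 6 and 8, mTeSR against E8 to 122 and 585 at days 6 and 8, FAX against XAV to 1, the experiments to 481 in naive cells and 99 in N2B27 at day 4, and the N2B27 steps to 118, 397 and 140 from day 3 to 4, 4 to 6 and 6 to 8.

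Fits to the compared libraries alone estimate the spread from fewer libraries, and their counts moved both ways. They were lower for E8 against N2B27 at day 2 (358) and day 3 (7), mTeSR against E8 at day 8 (516), Geltrex against serum coating (1), the N2B27 steps from day 2 to 3 (78) and 3 to 4 (23) and the medium by day interaction (693), and higher for mTeSR against E8 at day 6 (348), XAV (181) and FAX (126) against N2B27, FAX against XAV (41) and the experiments in N2B27 at day 4 (286).

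Without a filter on low counts, FAX against N2B27 gave 88 genes, FAX against XAV 23, Geltrex against serum coating 106 and mTeSR against E8 at day 4 58. Plain library totals gave 9 genes for the last of these, and the library score gave 29. With the library score E8 at day 2 against naive cells had 2453 calls and N2B27 at day 2 had 1705. Over all 16674 genes, replicate differences of 105 pairs of Ex1 groups had Pearson correlations from -0.350 to 0.258 with a median of 0.00662, so that libraries of the same replicate number are not alike across groups in general. Rank correlations over the 7729 genes of higher level reached 0.492 and -0.547 in single pairs. With the replicate number as a block Geltrex against serum coating gave 5 genes, the experiments in N2B27 at day 4 gave 101, and the experiments in naive cells gave 813, of which 651 were shared with the 778 called without the block.

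The variance shares of components 1, 2 and 3 were 37.02%, 16.77% and 7.32% in log2 CPM, and 67.86%, 15.29% and 4.41% with the 500 genes of the largest variance, where fewer genes enter. The rank correlations were 0.838 (XAV) and 0.833 (FAX) over all genes tested, and 0.689 and 0.678 with separate naive libraries. The latter takes away the naive libraries that both sides share. It also sets N2B27 of Ex1 beside XAV or FAX of Ex2 and uses fewer libraries, and these parts were not separated. Cytochrome c oxidase genes passed with neither N2B27 nor mTeSR under an estimated correlation (adjusted p 0.247 and 0.247), and passed in E8 with fry (0.00723). FGF/ERK targets lost their call in E8 at day 6 with an estimated correlation (0.207) and gained one in mTeSR at day 4 with fry (0.0151).

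Leaving out each of the 6 naive libraries in turn, and for N2B27 at day 4 also each of its 4 libraries, moved none of 16 counts against naive cells by more than 1.5 times. The libraries of groups of 2 were not left out of their own counts. The union ranged from 9103 to 9373 genes, N2B27 at day 4 from 2992 to 3117 across 10 fits, E8 at day 2 from 4011 to 4356 and N2B27 at day 2 from 2516 to 2957. For comparisons between groups of 2, leaving out a library leaves 1 library on a side, so only log2 fold changes of named genes were computed. Among single genes 48 values moved, 6 became stronger, 7 weaker and 1 reversed, while 1557 stayed. The reversal was DPPA3 in N2B27 at day 8, at 0.01 with plain library totals, where neither value was past the threshold. Depth limits genes near the floor, which lay at 0.520 to 1.06 CPM, and their folds are given as bounds only.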

Other observations

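The tests of the library difference in E8 at days 2 and 3 and in SUSD2 and POU5F1, and the test of DPPA3 against residual naive cells, were chosen only after the results were seen, and the other tests in this part were not. The YAP/TEAD and low oxygen lists were added later than the other lists, before the values of their genes were looked at.

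Other splits of the samples were counted for the comparison with at least 3 libraries on each side. Over the 6 naive and 4 N2B27 day 4 libraries, a fit to these 10 libraries called 2217 genes, and 1 of 100 splits, drawn from the 210 possible, gave as many: the real one. The other splits gave a median of 0 genes and at most 1. Each of them mixed naive and N2B27 libraries on a side, so that the real difference raised the spread within sides. These low counts therefore give no rate of false calls.

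Replicates differed along a direction that recurs between groups. Over 7729 genes with a mean log2 CPM above 4, this direction took 22.3% of the variance within groups (12.8% for the second). Replicate 2 of N2B27 at day 2, both replicates of E8 at day 2 and replicate 1 of E8 at day 3 scored 2.33 to 2.74 on it, and the other 34 libraries -1.44 to 1.05. Pseudogenes made up 36 of the 200 genes with the largest loadings (18%) against 119 of all 7729 (1.54%, Fisher's exact test, p 1.83e-29). Rank correlations of the loadings with GC content and transcript length were 0.102 and 0.147 across genes.

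The difference between replicates 1 and 2 of E8 at day 3 had a rank correlation of 0.492 across these 7729 genes with the same difference in naive cells on serum coating, where no stage separates the replicates. A library difference of unknown source is therefore a candidate explanation. An earlier stage of the cells in replicate 1 cannot be told apart from it. Over all 16674 genes the replicate difference had a correlation of 0.391 with E8 day 2 against day 4, which both explanations predict, since the E8 day 2 libraries also score high. Over the 7729 genes its correlation with naive cells against E8 at day 4 was -0.106, which excludes nothing, since the library difference alone, as found in naive cells on serum coating, had -0.205 with it. Depth is argued against, since the correlation of the replicate difference with E8 day 2 against day 4 was 0.363 after thinning to equal totals and 0.391 before.

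E8 at day 2 had more calls against naive cells than days 3, 4 and 6. With the library score as a covariate its count fell from 4107 to 2453, of which 2063 were called in both, so that part of this excess may come from the same library difference. Since both E8 day 2 libraries carry it, the score and the group overlap, and the corrected count can also remove a real response at day 2. The same limit holds for SUSD2 and POU5F1 in E8 at day 2. Scaling is argued against, since the lowest of their log2 fold changes under library totals and RLE was 1.43. With the library score they were 1.06 (adjusted p 3.90e-06) and 0.79 (adjusted p 0.00601). Over 17 other settings the adjusted p ranged from 1.53e-30 to 9.24e-06 for SUSD2 and from 3.84e-70 to 0.00601 for POU5F1, and for these genes the library difference and an early response of the cells cannot be told apart, because both libraries of the group carry the score.

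Most genes called between XAV and N2B27 at day 4 were lower in XAV. The split was less one-sided in the fit to the compared libraries alone (41 higher, 140 lower) and without a filter (19 higher, 106 lower). Library totals left 93.6% of the calls lower, but they moved the median log2 fold change of all genes only from 0.008 to 0.02, so that this says nothing about the scaling, which stays open. Unusual N2B27 libraries in Ex2 cannot be told apart from an effect of XAV: against the N2B27 libraries of Ex1 the genes called lower had a median log2 fold change of -0.85, with 86 of 89 lower and 28 called, between no change and the -1.41 found against Ex2, and Ex1 holds no XAV libraries. The same genes were 0.55 higher in N2B27 of Ex2 than of Ex1 (median), 16 of them called. A candidate explanation is lower YAP/TEAD activity, since tankyrase inhibition stabilises angiomotins. The YAP/TEAD list was lower in XAV (median -0.42, 17 of 20 genes lower, fry p 3.64e-07, adjusted p with estimated correlation 0.000418) and in FAX (median -0.40, 16 of 20 lower, fry p 6.29e-06, estimated 0.00150). Between N2B27 of both experiments 10 genes of the list were higher and 10 lower in Ex2 (median 0.00, camera adjusted p 0.889), which neither shows nor excludes a part of unusual N2B27 libraries in it. Changes of the YAP/TEAD list were not confined to XAV and FAX. Against N2B27 it was lower in mTeSR at day 8 (median -0.29, 13 of 20 genes lower, camera adjusted p 0.00326). In E8 at day 6 it was higher (median 0.22, 12 of 20 genes, camera adjusted p 0.0431). Neither passed under an estimated correlation (adjusted p 0.0645 and 0.221). Of the 24 tests of the added lists, 11 passed in camera, and these 11 also passed in fry, where the hypoxia list in E8 against N2B27 at day 6 passed as well (adjusted p 0.0369). Under an estimated correlation 3 passed.

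A difference in the response to low oxygen between E8 and N2B27 was tested at days 4, 6 and 8. The hypoxia list had medians of -0.11 (10 of 15 genes lower), -0.06 (10 of 15 lower) and 0.11 (8 of 15 higher), with fry p 0.00132, 0.0185 and 0.574 and camera adjusted p 0.00649, 0.140 and 0.853. At day 2 its median was 0.17 (11 of 15 higher, camera adjusted p 0.0218). None of these passed under an estimated correlation (lowest adjusted p 0.210). Whether such a response plays a part cannot be told, since the genes of the list go both ways at each of these days. In mTeSR the list was lower than in N2B27 at day 4 (median -0.09, 9 of 15 genes lower, camera adjusted p 0.0263). It was higher at day 6 (median 0.16, 12 of 15 genes, camera adjusted p 0.0378). Neither passed under an estimated correlation (adjusted p 0.256 and 0.284). In mTeSR at day 8 the list was higher (median 0.45, 12 of 15 genes, fry p 8.44e-07, estimated adjusted p 0.0124).

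DPPA3 stood at 95.4% of its naive level in N2B27 at day 8, 85.3% in E8 and 89.2% in mTeSR. Naive cells left in the culture would hold other naive transcripts at a similar share. SPIC was at 0% and KLF17 at 31.6% in N2B27, and 24 of the 6974 genes with a naive mean of at least 20 CPM were at under 10% of it (48 in E8, 41 in mTeSR). This argues against residual naive cells as the source of the DPPA3 level. In N2B27 the DPPA3 level first rose above that of naive cells, with 344.4 CPM in the lowest of the 4 libraries of day 4. This rise argues against a slower loss of the transcript alone in N2B27. In E8 and mTeSR a slower loss remains open and was not tested.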
